# Inhibition of miR-29 has a significant lipid-lowering benefit through suppression of lipogenic programs in liver

**DOI:** 10.1038/srep12911

**Published:** 2015-08-06

**Authors:** C. Lisa Kurtz, Emily E. Fannin, Cynthia L. Toth, Daniel S. Pearson, Kasey C. Vickers, Praveen Sethupathy

## Abstract

MicroRNAs (miRNAs) are important regulators and potential therapeutic targets of metabolic disease. In this study we show by *in vivo* administration of locked nucleic acid (LNA) inhibitors that suppression of endogenous miR-29 lowers plasma cholesterol levels by ~40%, commensurate with the effect of statins, and reduces fatty acid content in the liver by ~20%. Whole transcriptome sequencing of the liver reveals 883 genes dysregulated (612 down, 271 up) by inhibition of miR-29. The set of 612 down-regulated genes are most significantly over-represented in lipid synthesis pathways. Among the up-regulated genes are the anti-lipogenic deacetylase sirtuin 1 (Sirt1) and the anti-lipogenic transcription factor aryl hydrocarbon receptor (Ahr), the latter of which we demonstrate is a direct target of miR-29. *In vitro* radiolabeled acetate incorporation assays confirm that pharmacologic inhibition of miR-29 significantly reduces *de novo* cholesterol and fatty acid synthesis. Our findings indicate that miR-29 controls hepatic lipogenic programs, likely in part through regulation of Ahr and Sirt1, and therefore may represent a candidate therapeutic target for metabolic disorders such as dyslipidemia.

The liver is the primary site of lipid synthesis and metabolism^1^,^2^. Proper hepatic control of lipid homeostasis is governed in large part by complex gene regulatory networks. In the last ten years, microRNAs (miRNAs) have emerged as important components of these networks^3^,^4^,^5^. The dysregulation of miRNA activity has been linked to various metabolic disorders of the liver such as hyperlipidemia^6^,^7^, steatosis^8^,^9^, insulin resistance^10^,^11^, and obesity^12^,^13^. The first miRNA that was shown to have an important role in lipid biology is miR-122^14^, one of the most abundant miRNAs in the mammalian liver^15^. *In vivo* studies in mice demonstrated that miR-122 is involved in the regulation of lipid synthesis^14^, catabolism^14^, and secretion^16^, and also has essential anti-inflammatory and anti-tumorigenic functions in the liver^17^. More recently, miR-122 was shown to control plasma cholesterol levels in humans as well^18^.

Since the discovery of miR-122, a growing number of miRNAs have been implicated in the control of lipid homeostasis. For example, Cheung *et al.* found that several miRNAs, including miR-27b, miR-34a, and miR-30, are more significantly altered in non-alcoholic steatohepatitis than miR-122^19^. Subsequent studies in mice demonstrated that miR-27b is a regulatory hub in hepatic lipid metabolic networks^6^, miR-34a contributes to hepatic steatosis via repression of sirtuin 1 (*Sirt1*)^20^, and miR-30 controls lipid synthesis and lipoprotein secretion^21^. *In vivo* studies in both mice and non-human primates showed that miR-33a and miR-33b, encoded within the genes *SREBF2* and *SREBF1*, respectively, are critical regulators of cholesterol balance^22^,^23^,^24^. Most recently, miR-223 was identified as a master coordinator of cholesterol uptake, efflux, and synthesis in the liver^25^. These and other related findings indicate that hepatic miRNAs are central to the governance of lipid homeostasis and are candidate therapeutic targets in metabolic disease.

We recently demonstrated that hepatic miR-29 is aberrantly elevated in two different models of metabolic dysfunction: high-fat diet-induced obese mice and Zucker Diabetic Fatty (*fa/fa*) rats^26^. Notably, miR-29 levels were restored in *fa/fa* rats upon treatment with Pioglitazone, which improves both insulin sensitivity and lipid profiles. We also showed *in vitro* that miR-29 fine-tunes the levels of key lipid metabolic genes^26^. To follow-up on these findings, we sought to investigate in mice the effects of loss of miR-29 function on circulating lipids using *in vivo* locked nucleic acid (LNA) technology.

## Results

### LNA administration *in vivo* strongly inhibits the miR-29 family in numerous tissues

Two independent sets of 10-12 week-old C57BL/6 J female mice were injected with either saline (set 1, n = 6; set 2, n = 6) or locked nucleic acid inhibitors of miR-29abc (LNA29; set 1, n = 6; set 2, n = 8). As a control, another set of 10-12 week-old C57BL/6 J female mice were injected with either saline (n = 6) or a locked nucleic acid inhibitor of miR-27b (LNA-control, n = 5) (Methods). Seven days post injection the animals were sacrificed and tissue was collected. To determine the efficacy of endogenous miR-29 knock-down after treatment with LNA29, we examined the levels of miR-29 in liver. As expected, hepatic miR-29 expression was dramatically reduced in LNA29 treated animals (Fig. 1a), but not significantly altered in LNA-control treated animals (Supplementary Fig. S1). Furthermore, the levels of a validated miR-29 target gene, collagen type I alpha 1 (*Col1a1*)^27^, were increased significantly in multiple tissues including the kidney (2.9 fold), liver (2.2 fold), skeletal muscle (1.9 fold), lung (1.4 fold) and spleen (1.3 fold) (Fig. 1b). *Col1a1* levels were unchanged in brain, which is consistent with previous reports that tail-vein injected LNAs do not efficiently cross the blood-brain barrier. Another established miR-29 target gene, collagen type III alpha 1 (*Col3a1*)^27^, was also increased in the livers of LNA29-treated mice (Supplementary Fig. S1), but both *Col1a1* and *Col3a1* were not significantly altered in the livers of mice treated with LNA-control (Supplementary Fig. S1). Plasma ALT was measured to test for general liver damage and the levels were not significantly altered in LNA29-treated animals (Fig. 1c). Taken together, these data indicate that systemic administration of LNA29 leads to specific and potent suppression of miR-29 activity with no overt liver toxicity.

### Inhibition of miR-29 leads to a dramatic reduction in circulating cholesterol and triglycerides

Next, we assessed the effect of miR-29 inhibition on circulating lipid levels (Methods). We measured total cholesterol and triglycerides, as well as glucose and β-hydroxybutyrate (ketones), in plasma samples collected one week prior to dosing with LNA29 or saline and again six days post-dose. Pre-dose levels were comparable across all mice (Supplementary Fig. S2). Post-dose plasma cholesterol levels in LNA29-treated mice (n = 14) were reduced relative to saline-treated controls (n = 12) by ~40% (Fig. 2a), which matches what has been observed previously with the use of statin drugs. All 14 mice treated with LNA29 exhibited reduced plasma cholesterol compared to pre-dose levels, with an average reduction of 21.2 mg/dL (Fig. 2b). Plasma triglycerides were also significantly reduced in LNA29-treated animals compared to saline-treated controls (~15% decrease) (Fig. 2c). Glucose and β-hydroxybutyrate levels were not significantly altered in LNA29 treated mice (Fig. 2d,e). Neither plasma cholesterol nor triglycerides were altered in mice treated with LNA-control (n = 5) (Supplementary Fig. S3). Taken together, these data suggest a specific and strong effect of miR-29 inhibition on circulating lipids.

### Inhibition of miR-29 dysregulates more than 850 genes in mouse liver

The liver is the primary site of lipid synthesis. Therefore, in order to examine the mechanisms underlying the circulating lipid phenotype, we performed deep sequencing of messenger RNAs from the livers of both LNA29-treated (n = 6) and saline-treated mice (n = 6) (Methods). 

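The sequenced livers came from C57BL/6J female mice of 10 to 12 weeks that received either saline or LNA29, a mixture of locked nucleic acids that bind miR-29a and miR-29b/c, at 20 mg/kg each. Livers were collected on day 7 after dosing and after an 18 h fast. Polyadenylated RNA was sequenced as single reads, which the authors mapped with MapSplice2 and assigned to genes with RSEM, a program that splits reads between similar transcripts. The authors deposited 21705 genes as signal values for 6 saline and 6 LNA29 livers. The upper quartile of the genes with reads was 1000 in each liver except saline replicate 49, where it was 998.3. A gene without reads was listed at 1. Between 92.2% and 93.9% of the other values in a liver were whole multiples of a single step, the worth of 1 read, so that the reads behind each value could be recovered. Saline livers had between 8217212 and 19062437 reads on genes with a median of 12011982, and LNA29 livers had between 7696081 and 15079236 with a median of 9123458. A single gene, albumin, took between 35.7% and 46.9% of the reads. One read was worth between 9.80 and 24.4 in the deposited unit, so that a value under 100 stood for 10 reads or fewer. Values were compared on the log2(value + 1) scale with limma over the 12486 genes with a mean of at least 10, and single genes also with a two-sided exact permutation test over all divisions of the 12 livers. For genes with few reads the log2 fold change depends on the value of 1 given to livers without reads.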

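The thresholds given in the methods, a ratio of group means of at least 1.5 in either direction and an unadjusted one-tailed p of at most 0.05, were applied to the deposited values of 6 LNA29 and 6 saline livers. They selected 883 genes, 271 higher and 612 lower in LNA29 livers. Of these, 47 of the 271 higher genes and 123 of the 612 lower genes had at most 3 reads in every liver, and 155 and 359 had a mean under 10 reads. With Benjamini-Hochberg adjustment of the same p over the 15122 genes with a p, 15 genes remained past the thresholds. The lower genes were 69.3% of the selected genes, and 57.1% (472 of 826) when each liver was shifted to a common median. In limma, 20 genes had an adjusted p under 0.05, 9 higher and 11 lower, and 988 genes had an unadjusted p under 0.05. The median log2 fold change of the 12486 tested genes was -0.093, and after the shift to a common median it was -0.020. All 6 LNA29 livers lay above or below all 6 saline livers for 123 of the tested genes (0.99%), where chance gives 0.216%. Among these was Sparc, a matrix glycoprotein gene, with 7252 ± 1384 in LNA29 livers and 2513 ± 238 in saline livers (SD, n = 6 each) and a log2 fold change of 1.51 (standard error 0.14, limma adjusted p = 4.62e-05). The count of limma genes rose most when values beyond 1.5 SD of their group mean were left out, to 217 genes, and fell to 1 without saline replicate 43 or without LNA29 replicate 50, 52 or 54. Leaving out values by group narrows the spread within groups by itself, so the 217 is not comparable with the other counts.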

The mRNA expression levels of 883 genes were significantly altered (271 up, 612 down) in the livers of LNA29-treated mice compared to saline-treated controls (Fig. 3a, Supplementary Table S1; GEO accession number GSE63493). Suppression of miR-29 activity should lead to up-regulation of direct target genes. Accordingly, we found that only the up-regulated gene set was significantly enriched for predicted target sites of miR-29 and no other miRNA (Fig. 3b,c), which demonstrates the efficacy and specificity of LNA29. 

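Sites for miR-29 were counted in the longest annotated 3′ UTR of each gene (GENCODE release M21, GRCm38) as matches to TGGTGCT, the complement of the miR-29 seed. The up-regulated genes with a mean of at least 10 and a 3′ UTR held a site in 65 of 234 cases (27.8%), against 1809 of 11884 other genes (15.2%), an odds ratio of 2.14 (one-sided Fisher's exact test, p = 8.65e-07). Of the down-regulated genes, 52 of 500 (10.4%) held a site, an odds ratio of 0.624 (one-sided Fisher's exact test, p = 0.9997). Against background genes of the same 3′ UTR length the odds ratio of the up-regulated genes was 2.28. It was 5.37 when only TGGTGCTA was counted, the alternative that moved it most, with 34 of 234 up-regulated genes and 365 of 11884 others. Among all heptamers, TGGTGCT ranked 2 by p-value in the up-regulated genes (Bonferroni-adjusted Fisher's exact p = 0.0142), behind GGTGCTA, which overlaps it, and 327 by odds ratio. From the enrichment in the up-regulated genes and in no other microRNA, the paper concludes that LNA29 was effective and specific.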

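Gene sets were compared between 6 LNA29 and 6 saline livers with camera, a test in limma of whether the genes of a set move together relative to the other genes, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over 13 sets. The 14 lipid synthesis genes that Table S2 lists, among them Scd1, Fasn, Idi1 and Lss, were all lower in LNA29 livers, with a median log2 fold change of -1.14 (limma camera adjusted p = 1.08e-13). This list was chosen by the study from the same livers, so its p-value is not independent evidence. Under fry, a rotation test, the adjusted p was 0.000823 in limma, and with an estimated correlation it was 0.00376. Collagen and elastic fibre genes known as miR-29 targets moved the other way, with 16 of 18 higher and a median of 0.75 (limma camera adjusted p = 6.74e-18).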

Interestingly, the 612 down-regulated genes were most significantly over-represented in lipid synthesis pathways (Fig. 3d, Supplementary Tables S2 and S3), whereas the up-regulated gene set was not enriched for any lipid-related pathway (Fig. 3e, Supplementary Tables S4 and S5M). These data indicate that inhibition of miR-29 leads to widespread repression of genes in pathways that govern both fatty acid and cholesterol synthesis.

### Inhibition of miR-29 represses fatty acid synthesis and reduces fatty acid content in the liver

Several genes in the fatty acid synthesis pathway were significantly down-regulated by RNA-seq in the livers of LNA29-treated mice (Fig. 4a). 

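All 6 genes of Fig. 4a (Acly, Acaca, Fasn, Elovl6, Scd1 and Fads1) had lower means in LNA29 livers, with a median log2 fold change of -0.68 (limma camera adjusted p = 3.01e-06, and 0.00452 with fry). Scd1 moved most, from 16590 ± 9841 in saline livers to 5602 ± 1979 in LNA29 livers (SD, n = 6 each), a log2 fold change of -1.43 (standard error 0.34, exact permutation test, p = 0.0108). Fasn fell by 0.79 on the log2 scale, from 4955 ± 1670 to 2814 ± 788 (SD, n = 6 each, exact permutation test, p = 0.0173). Acly and Fads1 were lower by less than the spread between livers could separate (exact permutation tests, p = 0.188 and 0.0606). Of the 6 genes, 3 had an exact permutation p under 0.05, also when adjusted over the list alone. The study chose these genes on the same livers, so this count is not independent evidence. None of the 6 had a limma adjusted p under 0.05 over all 12486 tested genes (the smallest was 0.138, for Scd1), and 4 had an unadjusted limma p under 0.05. In DESeq2 on the recovered reads Scd1 had an adjusted p of 0.00586, and in edgeR on the same reads it was 0.104.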

We validated these findings using real-time quantitative PCR (RT-qPCR) for *Srebf1* (25% decrease), *Mlxipl*/*ChREBP* (50%), *Acly* (20%), *Acaca* (35%), *Fasn* (50%), and *Scd1* (50%) (Fig. 4b). Srebf1 and ChREBP are master transcriptional regulators of lipid synthesis^28^,^29^, and Acly, Acaca, Fasn, and Scd1 are key enzymes in fatty acid synthesis. We confirmed by immunoblot analysis that Scd1 protein was also significantly down-regulated (~25% loss) in LNA29-treated livers (Fig. 4c).

Based on these data, we hypothesized that inhibition of miR-29 leads to suppression of *de novo* fatty acid synthesis. To test this hypothesis we transfected human hepatoma (Huh7) cells with LNAs against miR-29a, which reduced fatty acid production by ~70% (Fig. 4d). LNAs against miR-29bc conferred a very similar effect (data not shown). Consistent with this finding, inhibition of miR-29 *in vivo* significantly reduced (~20% decrease) total fatty acid content in the livers of the LNA29-treated mice (n = 14) compared to saline-treated controls (n = 12) (Fig. 4e). Among the long-chain fatty acids, palmitic acid (C16:0), stearic acid (C18:0), homogamma-linolenic acid (GLA, C20:3), arachidonic acid (C20:4), docosapentaenoic (DPA, C22:5) and docosahexaenoic acid (DHA, C22:6) were each significantly reduced (Fig. 4f). Palmitic acid is the most common fatty acid in animals and is produced by enzymatic activity of Fasn, which we showed is significantly reduced in the livers of LNA29-treated mice (Fig. 4a,b).

### Inhibition of miR-29 represses the cholesterol synthesis pathway but slightly increases total hepatic cholesterol levels

Numerous genes in the cholesterol synthesis pathway were significantly down-regulated in the livers of LNA29-treated mice (Fig. 5a). 

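Of the 18 cholesterol synthesis genes of Fig. 5a, 17 had lower means in LNA29 livers, and 15 of 18 were lower after each liver was shifted to a common median. Their median log2 fold change was -0.52 (limma camera adjusted p = 5.34e-08). The adjusted p was 0.00970 with fry and 0.0479 with an estimated correlation between genes. Sqle fell by 1.87 on the log2 scale (standard error 0.52, exact permutation test, p = 0.00433), with between 1 and 5 reads in LNA29 livers and between 4 and 42 in saline livers. Sec14l2 and Lss were lower in all 6 LNA29 livers than in any saline liver (exact permutation test, p = 0.00217 for each, the smallest that 6 against 6 livers allow). Pmvk, Hsd17b7 and Dhcr7 differed by less than the spread between livers (exact permutation tests, p = 0.684, 0.931 and 0.983). In all, 10 genes had an exact permutation p under 0.05, and 9 when adjusted over the list alone, a list that the study chose on the same livers. The smallest limma adjusted p over all 12486 tested genes was 0.160, and 11 of the 18 had an unadjusted limma p under 0.05. DESeq2 on the recovered reads gave an adjusted p under 0.05 for Sc4mol (0.0213), Idi1 (0.0227) and Sqle (0.0471). In edgeR on the same reads these genes had adjusted p-values of 0.133, 0.153 and 0.1975. With values beyond 1.5 SD discarded, which by itself narrows the spread within groups, limma gave an adjusted p under 0.05 for Tm7sf2.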

We validated these findings using RT-qPCR for *Srebf2* (35% decrease), *Mvk* (55%), *Cyp51* (55%), *Sqle* (75%), and *Idi1* (65%) (Fig. 5b). Srebf2, a master transcriptional regulator of cholesterol homeostasis^28^, is co-transcribed with miR-33a. We examined hepatic levels of miR-33a as a marker of transcription at the *Srebf2* locus and found that it was decreased by ~30% (Fig. 5c).

Interestingly, unlike most of the other enzymes in the cholesterol synthesis pathway, the rate-limiting enzyme, 3-Hydroxy-3-Methylglutaryl-CoA Reductase (*Hmgcr*), was not down-regulated by LNA29 (fold-change = 1.2) (Fig. 5a). Bioinformatic analysis revealed that in contrast to most other cholesterologenic genes, *Hmgcr* is predicted to be a direct target of miR-29. To test this prediction, we performed standard luciferase and site-directed mutagenesis assays with the 3′ UTR of HMGCR (Methods). Relative levels of luciferase activity were significantly decreased in the presence of miR-29a mimic for the plasmid with the *HMGCR* 3′ UTR, while a single point mutation in the miR-29 target site significantly (though not completely) rescued this effect (Supplementary Fig. S4). These results suggest that miR-29 inhibition *in vivo* likely alleviates miR-29-mediated direct repression of *Hmgcr*, thereby counteracting the overall suppressive effect of miR-29 inhibition on the cholesterol synthesis pathway.

Although *Hmgcr* is not significantly altered at the mRNA level in LNA29-treated livers, because most other genes in the cholesterol synthesis pathway are significantly down-regulated by miR-29 inhibition, we hypothesized that inhibition of miR-29 leads to an overall decrease in *de novo* cholesterol synthesis. To test this hypothesis, Huh7 cells were transfected as before with either LNA29a or LNA29bc. The knockdown of miR-29a significantly reduced acetate incorporation into cholesterol (Fig. 5d) and the results were very similar for LNA29bc (data not shown). However, notably, LNA29-treatment *in vivo* led to a modest but significant increase in total hepatic cholesterol levels (fold-change = 1.2) (Fig. 5e), suggesting that miR-29 may control not only cholesterol synthesis, but also other pathways that contribute to total intracellular cholesterol levels.

### LNA29 alleviates miR-29-mediated repression of anti-lipogenic factors Ahr, Foxo3 and Sirt1

To explain the widespread down-regulation of genes in the hepatic fatty acid and cholesterol synthesis pathways mediated by LNA29-treatment, we hypothesized that inhibition of miR-29 promotes specific anti-lipogenic factors via loss of direct miR-29 targeting. Aryl hydrocarbon receptor (Ahr) has been implicated in the suppression of both fatty acid and cholesterol synthesis in the liver^30^,^31^. We found that Ahr was ~1.5-fold up-regulated in the mouse liver at both the mRNA and protein level by LNA29-treatment (Supplementary Table S1, Fig. 6a). 

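Ahr mRNA (Entrez gene 11622) had values of 328 ± 157 in LNA29 livers and 347 ± 247 in saline livers (SD, n = 6 each), from between 4 and 80 reads per liver. The log2 fold change over all 12 livers was -0.055 (standard error 0.45), a difference within the spread between livers (exact permutation test, p = 0.924). The ratio of arithmetic means was 0.945. When values beyond 1.5 SD of their group mean were left out, as in the second part of Table S1, saline replicate 49 with a value of 800 and LNA29 replicate 48 with a value of 75.5 dropped out. The ratio of means was then 1.48, and the log2 fold change was 0.61 (permutation test, p = 0.103). This p is not exact, since the values were left out by group before the livers were divided. In GRCm38, Ahr lies on the minus strand of chromosome 12, and its 3′ UTR of 2715 bases holds 1 match to the miR-29 seed complement, at 35500172 to 35500178 in exon 11, within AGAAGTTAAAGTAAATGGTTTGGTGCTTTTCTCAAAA.

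**Figure D1:**
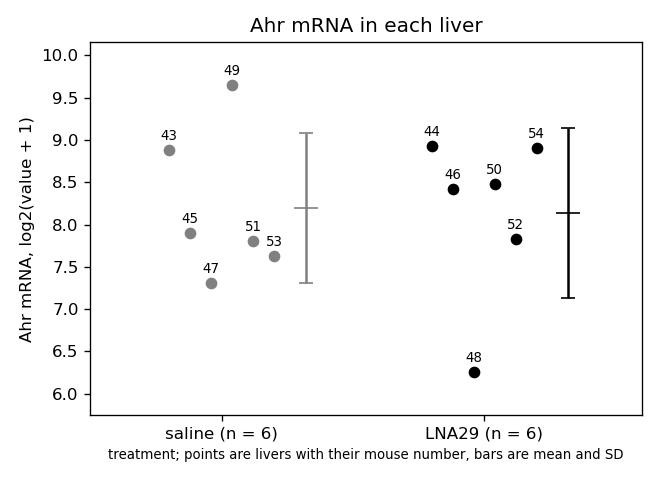
Ahr mRNA in each liver as log2(value + 1), with the mouse number beside each point and the mean and SD of 6 livers per group beside the points. Saline replicate 49 is the highest liver at 9.65 and LNA29 replicate 48 the lowest at 6.26, and the other livers of the groups overlap.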

Ahr is also widely appreciated as an activator of xenobiotic-metabolizing enzymes such as the cytochrome P450s^32^. RNA-seq data analysis revealed that several cytochrome P450 genes were indeed significantly up-regulated (ranging from ~2 to ~7-fold) in the livers of LNA29-treated mice, including *Cyp1a1*, *Cyp2b10*, *Cyp2c40*, *Cyp2d9*, *Cyp3a11* and *Cyp4a12a* (Fig. 6b), consistent with elevated Ahr transcriptional activity.

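The 6 P450 genes of Fig. 6b belong to multigene families whose reads RSEM could split between copies, so their values are uncertain. Cyp1a1 had 0 or 1 read in every liver of both groups, and no fold change is given. Cyp4a12a had between 0 and 2 reads in saline livers and between 1 and 6 in LNA29 livers, and was at least 1.24-fold higher when saline livers are set at 3 reads. Cyp3a11 rose from 110600 ± 46620 to 242300 ± 91120 (SD, n = 6 each), a log2 fold change of 1.15 (standard error 0.29, exact permutation test, p = 0.00433). Cyp2c40 was higher in all 6 LNA29 livers than in any saline liver, with a log2 fold change of 0.61 (standard error 0.13, exact permutation test, p = 0.00217). Cyp2b10 and Cyp2d9 had log2 fold changes of 1.02 and 0.63, within the spread between livers (exact permutation tests, p = 0.0671 and 0.236). Without LNA29 replicate 48 these were 1.34 and 1.05 (exact permutation tests, p = 0.0152 and 0.00866), and over all fits without 1 liver they ranged from 0.82 to 1.34 and from 0.39 to 1.05, with p under 0.05 in no other of these fits. The median log2 fold change of the 5 genes with a mean of at least 10 was 1.02 (limma camera adjusted p = 2.09e-09, and 0.00106 with fry), and 0.63 with Cyp4a12a at its bound. Of the 6 genes, 4 had an exact permutation p under 0.05, among them Cyp1a1 and Cyp4a12a with their few reads, and 3 when adjusted over the list alone, which the study chose on the same livers. None had a limma adjusted p under 0.05 over all tested genes, and 4 had an unadjusted limma p under 0.05. In DESeq2 the adjusted p was 0.000438 for Cyp2c40 and 0.00477 for Cyp3a11, and in edgeR it was 0.125 and 0.143. From the rise of these genes, the paper proposes elevated transcriptional activity of Ahr.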

miR-29 is predicted to target the *Ahr* 3′ UTR at a site that is highly conserved between human and mouse (Fig. 6c). To determine if the site is functional, we performed standard 3′ UTR reporter gene assays (Methods). In the presence of the miR-29a mimic, relative levels of luciferase activity were reduced by more than 50% (Fig. 6d). Furthermore, a highly conservative single point mutation in the miR-29 target site slightly but significantly rescued this effect (Supplementary Fig. S5). These data support the model that inhibition of miR-29 *in vivo* leads to the loss of miR-29-mediated repression of *Ahr* and thereby promotes the anti-lipogenic activity of Ahr.

In addition to Ahr, the transcription factor forkhead box O3 (Foxo3) and the sirtuin family of NAD-dependent deacetylases have also been linked to the suppression of hepatic lipid synthesis^33^,^34^. Hepatic mRNA levels of a single sirtuin family member, sirtuin 1 (Sirt1), were increased in the LNA29-treated mice. Both Sirt1 and Foxo3 were previously validated as direct targets of miR-29 in other cell types^35^,^36^; therefore, we sought to evaluate whether Sirt1 and Foxo3 protein levels were altered in the livers of LNA29-treated mice. 

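Sirt1 had between 2 and 5 reads in LNA29 livers and between 0 and 12 in saline livers, with values of 57.8 ± 13.79 and 42.1 ± 43.3 (SD, n = 6 each). Its log2 fold change of 1.25 (standard error 0.76) lay within the spread between livers (exact permutation test, p = 0.149). Without saline replicate 49 it was 1.72 (exact permutation test, p = 0.0173), and without saline replicate 51 it was 0.54. With a pseudocount of 10 the log2 fold change was 0.77, and the ratio of arithmetic means was 1.37. Among the other sirtuins, Sirt2 fell by 0.21 on the log2 scale (exact permutation test, p = 0.0346), or by 0.13 after each liver was shifted to a common median (exact permutation test, p = 0.167), and Sirt3 to Sirt7 had exact permutation p-values between 0.0866 and 0.924.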

Immunoblot analysis revealed that the protein levels of both were increased (~1.6-fold) in the livers of LNA29-treated mice (Supplementary Fig. S6). Notably, Ahr and Sirt1 have been identified recently as transcriptional activators of Fgf21^37^,^38^,^39^, an emerging metabolic regulator with potential therapeutic value for dyslipidemia, obesity, type 2 diabetes and related diseases^40^,^41^. 

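Fgf21 had values of 588 ± 392 in LNA29 livers and 265 ± 110.3 in saline livers (SD, n = 6 each), from between 11 and 70 reads per liver. The log2 fold change was 1.06 (standard error 0.38, exact permutation test, p = 0.0390, limma adjusted p = 0.432 over all tested genes). The permutation p rose above 0.05 when any of 8 livers was left out, with log2 fold changes between 0.78 and 1.22 over the fits that left out 1 liver each.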

We demonstrated that *Fgf21* mRNA levels were increased in the livers of LNA29-treated mice (Supplementary Table S1). These data lend further support to the model that inhibition of miR-29 leads to the suppression of lipogenic programs likely in part through elevated expression and activity of the anti-lipogenic factors Ahr and Sirt1 (Fig. 7).

## Discussion

In this study, we used LNA technology to investigate the effects of loss of miR-29 function *in vivo* on lipid levels. We demonstrated that the knockdown of miR-29 in mice led to a significant reduction in plasma cholesterol and triglyceride levels, as well as reduced fatty acid content in the liver. RNA sequencing analysis revealed aberrant expression levels for over 850 genes, including 612 down-regulated genes that were most significantly over-represented in lipid synthesis pathways. Real-time quantitative PCR and immunoblot analyses confirmed altered cholesterologenic and lipogenic transcriptional profiles in the livers of mice treated with LNA29. 

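Foxo3 mRNA had values of 179 ± 65.0 in LNA29 livers and 147 ± 71.0 in saline livers (SD, n = 6 each), from between 3 and 24 reads per liver. Its log2 fold change of 0.35 (standard error 0.40) lay within the spread between livers (exact permutation test, p = 0.416). Over the fits that left out 1 liver each it ranged from 0.0937 to 0.588.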

We also demonstrated that loss of miR-29 function increased the mRNA and protein levels of the transcription factors Ahr and Foxo3, as well as the deacetylase Sirt1.

Our findings suggest that the loss of miR-29 leads to altered Ahr transcriptional activity. Previous studies have shown that miR-29 directly targets *Sirt1* and *Foxo3*^35^,^36^ and our study reveals that miR-29 likely also directly targets and represses *Ahr*. The activation of each of Ahr, Sirt1, and Foxo3 has been linked to the suppression of lipid synthesis^31^,^32^,^33^,^34^ (Fig. 7). Future work should investigate whether one or more of these factors are required/essential for miR-29-mediated control of lipid levels. It must be noted that activation of Sirt1 can also stimulate histone deacetylase 1 (HDAC1), a protein that in some contexts may promote cholesterol synthesis^42^. However, Sirt1 control of HDAC1 has been demonstrated primarily in cell types other than those within liver, most notably neurons^43^,^44^. In the fasted liver, Sirt1 control of HDAC1 has not been well investigated. Contrastingly, Sirt1-mediated repression of hepatic cholesterol and fatty acid synthesis has been reported in numerous studies^33^,^45^,^46^. The relevance of HDAC1 to the role of Sirt1 in miR-29-mediated regulation of lipid synthesis merits further detailed investigation.

Our study focused on direct (Ahr, Foxo3) and indirect (Sirt1) regulators of transcription as mediators of the effect of miR-29 on lipogenic programs in the liver. However, other mechanisms are also possible. One notable possibility involves insulin induced gene 1 and 2 (Insig1 and Insig2), which sequester Srebp1 and Srebp2 in the endoplasmic reticulum under high sterol conditions, thereby suppressing fatty acid and cholesterol synthesis. 

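Insig2 had values of 23240 ± 8882 in LNA29 livers and 13820 ± 4062 in saline livers (SD, n = 6 each), a log2 fold change of 0.72 (standard error 0.25, exact permutation test, p = 0.0433, limma adjusted p = 0.416 over all tested genes). The permutation p rose above 0.05 when any of 8 livers was left out, with log2 fold changes between 0.55 and 0.87. Its 3′ UTR of 1553 bases held no match to the miR-29 seed complement. Insig1, with 1 such match, had a log2 fold change of -0.59 (exact permutation test, p = 0.154).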

LNA29 treated mouse livers exhibited a significant increase in *Insig2* mRNA levels (Supplementary Table S1). It is possible that up-regulation of Insig2 contributes to decreased cholesterol synthesis in LNA29 treated mice.

We showed through *in vitro* acetate incorporation assays that inhibition of miR-29 dramatically reduced *de novo* synthesis of both fatty acids and cholesterol. In the miR-29 knockdown mice hepatic fatty acid levels were reduced, whereas cholesterol levels were slightly elevated. These findings raise the possibility that miR-29 regulates not only cholesterol synthesis, but also other important pathways that contribute to overall cholesterol homeostasis. Further detailed investigation is required to establish how miR-29 coordinates control of cholesterol synthesis, uptake, storage, metabolism, and/or efflux to fine-tune intracellular cholesterol levels, such as in the case of miR-223, which we recently demonstrated controls not only hepatic cholesterol synthesis, but high-density lipoprotein cholesterol uptake and cellular cholesterol efflux as well^25^.

Our findings indicate that miR-29 is a critical regulator of cholesterol and fatty acid synthesis. A recent study reported that inhibition of miR-29a leads to accumulation of fat in the liver^47^. However, a notable distinction between that study and ours is that we inhibited all three miR-29 family members as opposed to only miR-29a (Fig. 1). We also performed transcriptome-wide analysis of liver gene expression profiles to firmly establish the efficacy of miR-29abc inhibition (Fig. 3), in contrast to evaluating only a few known target genes^47^. These and other methodological differences between the studies merit further detailed investigation in order to improve our understanding of miR-29 functions in the liver and the dose-dependent nature of those functions.

miR-29 has been linked to several other biological processes, including cell proliferation^48^, interferon response^49^, extracellular matrix homeostasis^50^, and gluconeogenesis^51^. Decreased expression of miR-29 has been associated with multiple disease pathologies, including organ fibrosis and rhabdomyosarcoma^52^. It must be noted that it is not known whether the regulatory effects of miR-29 *in vivo* are greater on some pathways compared to others. To determine whether miR-29 represents a candidate therapeutic target for lipid metabolic disorders, future work must carefully assess the effects of long-term inhibition of miR-29 on not only hepatic and circulating lipid profiles, but also additional phenotypes such as hepatic proliferative capacity, inflammation, fibrosis, and insulin sensitivity.

## Methods

### Animal Studies

Eight week old C57BL/6 J female mice were purchased from Jackson Laboratories (Bar Harbor, ME) and maintained on a 12 hr light/dark cycle with access to a standard chow diet and H_2_O *ad libitum*. After a minimum of a 10 day period of acclimation, the animals were weighed and injected via tail vein with either RNase-free sterile saline (BioO Scientific; Austin, TX) or LNAs against mmu-miR-29a-3p (5′ ATTTCAGATGGTGCT 3′) and mmu-miR-29bc-3p (5′ ATTTCAAATGGTGCT 3′) or mmu-miR-27b-3p (5′ ACTTAGCCACTGTGA 3′) at 20mg/kg each (Exiqon; Woburn, MA). Blood was collected via submandibular bleed within one week before dosing with LNA and again six days post-dosing. Seven days after dosing with LNA, following an 18 hour fast, the animals were sacrificed by cervical dislocation without anesthesia and organs were collected. Organs were flash frozen in liquid nitrogen and kept at −80^o^C for further analysis. All animal work was performed in accordance with the Public Health Service Policy on Humane Care and Use of Laboratory Animals, and all studies were approved by the Institutional Animal Care and Use Committee (IACUC) at the University of North Carolina at Chapel Hill.

### RT-qPCR

Total RNA was isolated from tissues using the Total RNA Purification kit (Norgen; Ontario, Canada). One ug of total RNA was used for reverse transcription with the High Capacity RNA to cDNA kit (Life Technologies; Grand Island, NY) and 200 ng RNA was used for reverse transcription with the TaqMan microRNA Reverse Transcription kit (Life Technologies). Both miRNA and gene expression qPCR were performed using TaqMan assays with either TaqMan Universal PCR Master Mix (miRNA qPCR) or TaqMan Gene Expression Master Mix (Life Technologies) per the manufacturer’s protocol, on a BioRad CFX96 Touch Real Time PCR Detection System (Bio-Rad Laboratories, Inc.; Richmond, CA). Reactions were performed in triplicate using either *U6* (miRNA) or *Rps9* (gene expression) as the normalizer.

### Plasma metabolite analysis

Plasma was isolated by spinning whole blood for 10 min at 10000 g, 4 ^°^C. Plasma was used to measure total cholesterol, glucose, triglycerides, β-hydroxybutyrate and alanine aminotransferase (ALT) at the UNC Nutrition Obesity Research Center (NORC) Nutritional Biochemistry & Molecular Biology core facility.

### RNA deep sequencing

RNA was isolated as described previously from hepatic tissue from mice treated with LNA29 or saline. Libraries for RNA-seq were prepared using the Illumina TruSeq polyA + Sample Prep Kit. Single read sequencing (x100) was carried out on the Illumina HiSeq 2000 platform. Mapping of sequencing reads was performed by MapSplice2^53^ and quantification of gene expression by RSEM^54^. Differentially expressed genes in livers of LNA29-treated mice compared to saline-treated controls were identified by one-tailed, unpaired Student’s t-test. Genes were considered significantly up- or down-regulated if they had a fold change ≥+/−1.5 at a p-value ≤ 0.05. Gene ontology analysis was performed using both NIH DAVID and QIAGEN’s Ingenuity^®^ Pathway Analysis (IPA^®^, QIAGEN Redwood City; www.qiagen.com/ingenuity).

### Bioinformatics

3′ UTRs of significantly up- and down-regulated genes were analyzed for enrichment of predicted miRNA target sites as previously described^55^.

### Western blotting

Protein was isolated using RIPA buffer (Sigma-Aldrich; St. Louis, MO) and quantitated using the Pierce® Microplate BCA Protein Assay Kit – Reducing Agent compatible (Thermo Scientific Pierce; Rockford, IL). An Any kD^TM^ Mini-Protean TGX^TM^ precast gel (Bio-Rad Laboratories, Inc.; Richmond, CA) was run for 2 hours at 120 v, and protein was transferred to a nitrocellulose membrane using the Bio-Rad Midi Transfer Pack on the Bio-Rad Trans-Blot® Turbo Blotting System. Membranes were blocked in 5% non-fat dry milk in TBST for 1 hour at room temperature (RT) while shaking. Primary antibody incubation was done in 4% milk/TBST for 16 hours at 4 ^°^C with shaking as follows: Ahr—2.5 ug/ml (Abcam; Cambridge, MA), Foxo3, Scd1 and Sirt1—1 ug/ml (Abcam). Membranes were washed 3 times for 10 minutes with TBST at RT with shaking and then probed with secondary Ab in 1% milk (Goat anti-rabbit from Abcam: Ahr, Foxo3, Scd1; or anti-mouse – Cell Signaling; Danvers, MA: Sirt1) for 1 hour at RT with shaking. Finally, membranes were washed 3 times in TBST for 10 minutes at RT with shaking and signal was detected using the Amersham™ ECL™ Prime Western Blotting Detection Reagent (GE Healthcare Life Sciences; Piscataway, NJ). Membranes were exposed to film and images were analyzed using the Image Studio Lite software program (Licor, Lincoln, NE). The control antibody used was β-actin peroxidase (Sigma-Aldrich), diluted 1:40000 in 1% milk/TBST, probed for 30 minutes at room temperature while shaking and subject to ECL blotting detection reagent and film exposure. Protein concentration was expressed as fold increase relative to the control.

### Luciferase assay

HEK293T cells were maintained in 25 mM glucose DMEM (Sigma-Aldrich) supplemented with 10% FBS and 2 mM L-glutamine (Invitrogen; Grand Island, NY), and cultured in a humidified incubator at 37 ^°^C and 5% CO_2_. HEK293T cells were seeded into 24 well plates and allowed to grow overnight. Once the cells were approximately 70% confluent, they were transfected with 200 ng of pEZX-MT01 empty vector, vector containing the 3′UTR of *HMGCR or AHR* (GeneCopoeia, Rockville, MD) and 10 nM miRIDIAN microRNA hsa-miR-29a-3p mimic (Sequence: 5′ UAGCACCAUCUGAAAUCGGUUA 3′, Dharmacon; Lafayette, CO). Transfection was performed using Lipofectamine 2000 (Life Technologies). After 48 hours, the cells were lysed and luciferase activity was measured using the Luc-Pair luciferase assay kit (Agilent; Santa Clara, CA) on a GloMax® 96 Microplate Luminometer (Promega; Madison, WI). Site-directed mutagenesis was performed with the QuikChange II XL Site-Directed Mutagenesis Kit (Agilent).

### Acetate incorporation assay

Human hepatoma cells (Huh7) were seeded into 6-well plates at a density of 1 × 10^5^ cells/mL. After overnight growth, cells were transfected with either LNA29a, LNA29bc, or transfection reagent only (mock). Forty-eight hours after transfection, media was removed and replaced with DMEM low glucose lipoprotein deficient serum (LPDS) media. Seventeen hours later, low glucose media was removed and replaced with fresh serum-free low glucose media (cholesterol free) with 1uCi3H-acetic acid per well (0.5uCi/ml media) and incubated for 6 hours. Cells were washed twice with 1X Phosphate Buffered Saline. Two mL 3:2 hexane:isopropanol were added to each well; the cells were allowed to sit for 2 hours then placed in glass vials. Samples were dried down under nitrogen and 30 μl of cold 0.1 μg cholesterol:cholesteryloleate was added. Thirty μl of resuspended lipids were placed onto a plate and thin layer chromatography was performed (petroleum ether:diethyl ether:acetic acid). Spots were resolved with iodine, and cholesteryl ester, cholesterol and triglyceride spots were cut out and placed in 10 mL scintillation fluid. Total protein for each well was quantified using the BCA assay.

### Liver fatty acid analysis

Total lipids were extracted from 100 mg of liver tissue, first with methanol (MeOH)/chloroform (CHCl_3_), then with MeOH/CHCl_3_/H_2_0 (2:1:0.8) at the UNC Nutrition Obesity Research Center (NORC) Nutritional Biochemistry and Molecular Biology Core. Lipids were saponified and the fatty acids trans-methylated. The lower phase containing the fatty acid methyl esters was carefully transferred to a clean tube and evaporated to dryness under nitrogen. Fatty acid methyl esters were resuspended in 50 μl CHCl_3_:undecane (1:4) and analyzed using an Agilent 7890A GC system equipped with a capillary column coated with 70% cyanopropyl polysilphenylene-silozane (10 m × 100 μm ID-BPX70 0.2 um; SGE, Austin, TX). Data was analyzed with the Agilent GC Software ChemStation Rev. B03.02-SR2. Heptadecanoic acid (17:0) was added to the samples as an internal standard to correct for recovery. Individual fatty acids were identified by comparing their retention times with fatty acid standards (Nu Chek Prep, Elysian, MN) and quantified by comparing their peak areas with standards.

## 

## Additional Information

**Accession codes:** GEO accession number GSE63493; RNA-seq data from livers of LNA29 treated mice compared to saline-treated controls.

**How to cite this article**: Kurtz, C. L. *et al.* Inhibition of miR-29 has a significant lipid-lowering benefit through suppression of lipogenic programs in liver. *Sci. Rep.* **5**, 12911; doi: 10.1038/srep12911 (2015).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
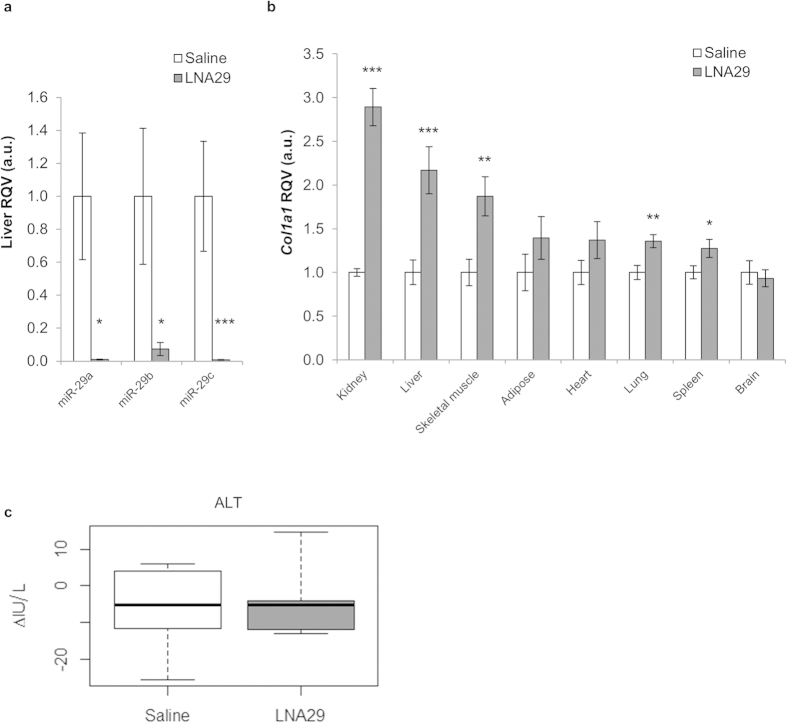
*In vivo* LNA29 administration effectively inhibits the miR-29 family in the liver. **(a,b)** RT-qPCR analysis of LNA29-treated (20 mg/kg) C57BL/6 J female mice (n = 14) with saline-treated age-, gender-, and strain-matched controls (n = 12) shows that endogenous expression of hepatic miR-29 is dramatically reduced (**a**); expression of *Col1a1*, a validated target of miR-29, is significantly elevated in several tissues including liver (**b**); *U6* and *Rps9* were used as expression normalizers for miRNA and gene analysis, respectively. (**c**) Plasma alanine transaminase (ALT) measurements (IU/L) are shown for LNA29-treated animals (n = 6) and saline treated controls (n = 5). *p < 0.05; **p < 0.01; ***p < 0.005; p-values were calculated by two-tailed unpaired Student’s t-test. Error bars represent standard error of the mean.

**Figure 2:**
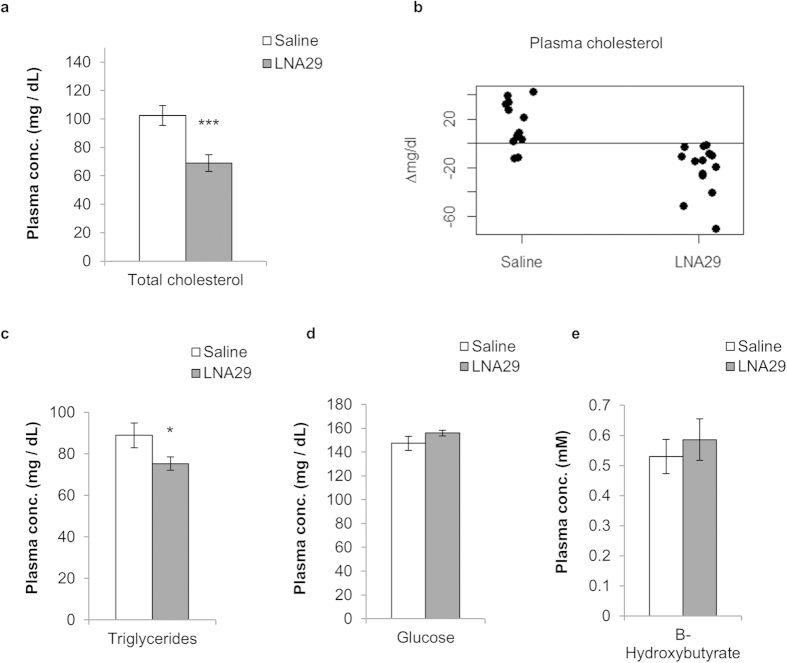
Inhibition of miR-29 leads to a significant reduction of plasma cholesterol and triglycerides. **(a,c–e)** Plasma was isolated from whole blood collected via submandibular bleed one week post-treatment with either LNA29 (n = 14) or saline (n = 12) and was analyzed for levels of total cholesterol (**a**), triglycerides (**c**), glucose (**d**), and β-hydroxybutyrate (**e**). **(b)** Changes in total plasma cholesterol (∆mg/dL) between pre- and post-dosing are shown for each mouse treated with either LNA29 (n = 14) or saline (n = 12). *p < 0.05; ***p < 0.005; p-values were calculated by two-tailed unpaired Student’s t-test. Error bars represent standard error of the mean.

**Figure 3:**
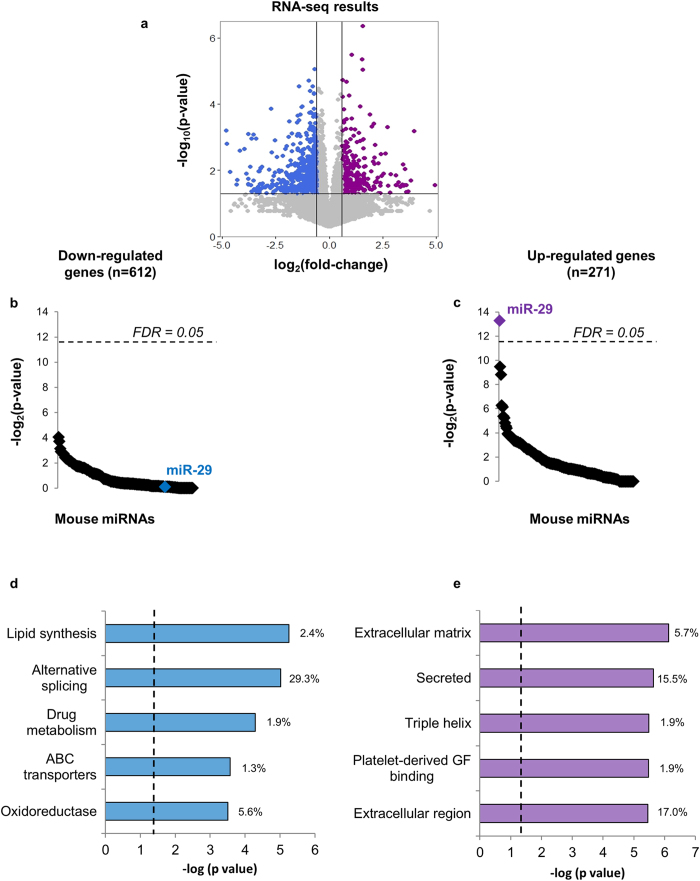
RNA-seq identifies lipid synthesis as the most enriched pathway among genes down-regulated in mouse liver upon inhibition of miR-29. (**a**) Deep sequencing of total RNA revealed 612 down-regulated genes (blue) and 271 up-regulated genes (purple) in the livers of LNA29-treated mice (n = 6) compared to saline-treated (n = 6) controls. (**b,c**) Results of miRNA target site enrichment analysis shown for down-regulated (**b**) and up-regulated genes (**c**). (**d,e**) Results of gene ontology (GO) term enrichment analysis using NIH David shown for down-regulated (**d**) and up-regulated genes (**e**). Vertical dashed lines represent corrected p < 0.05. RNA-seq p-values were calculated by one-tailed unpaired Student’s t-test. Percentages represent the number of genes from the gene set involved in the pathway divided by the total number of genes in the gene set.

**Figure 4:**
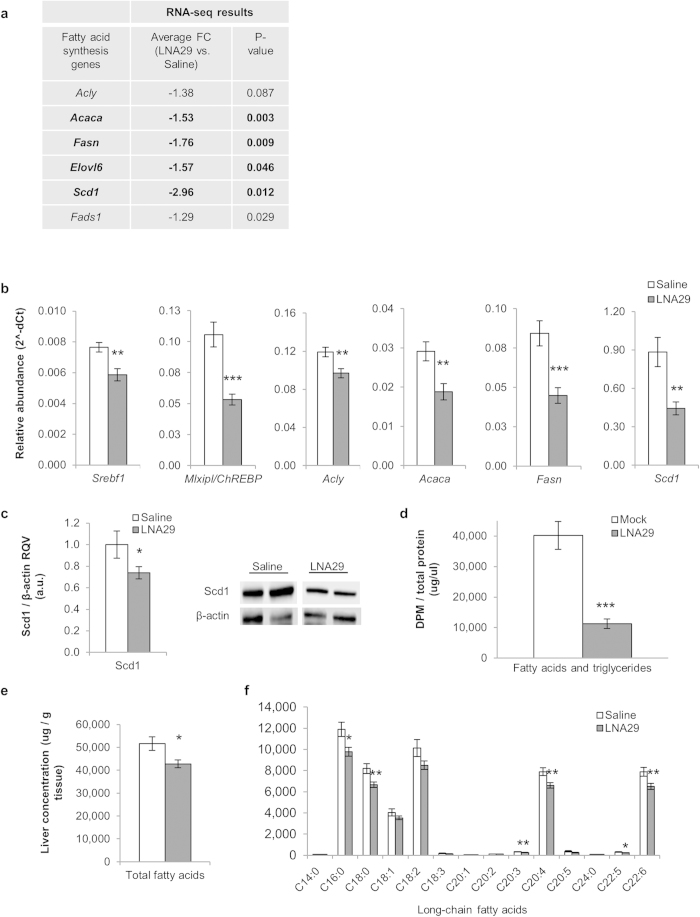
Inhibition of miR-29 represses the fatty acid synthesis pathway and reduces fatty acid content in the liver. (**a**) Expression fold-change (FC) by RNA-seq in LNA29-treated mice (n = 6) relative to saline-treated controls (n = 6) is shown for key genes in the hepatic fatty acid synthesis pathway. p-values were calculated by one-tailed unpaired Student’s t-test. (**b**) RT-qPCR validation of RNA-seq results shown for *Srebf1*, *Mlxipl/ChREBP*, *Acly*, *Acaca*, *Fasn* and *Scd1*. Relative abundance (2^-dCt) was compared between LNA29-treated (n = 14) and saline-treated (n = 12) mice. *Rsp9* was used as the normalizer. (**c**) Densitometry analysis shown for Scd1 protein in livers from LNA29-treated mice (n = 10) compared to saline-treated controls (n = 8). β-actin was used as the loading control. Immunoblot results also shown for two representative mice from each treatment group. (**d**) Quantification of radiolabeled acetate incorporation into fatty acids *in vitro* (Huh7 cells) after transfection with LNA29a (10 nM, n = 6) or transfection reagent alone (Mock, n = 6). (**e**) Measurement of total fatty acid levels in the livers of LNA29-treated animals (n = 14) compared to saline-treated controls (n = 12). (**f**) Levels of individual long-chain fatty acids in LNA29-treated relative to saline-treated mice. C14:0 (Myristic acid), C16:0 (Palmitic acid), C18:0 (Stearic acid), C18:1 (Oleic acid), C18:2 (Linoleic acid), C18:3 (Linolenic acid), C20:1 (Gondoic acid), C20:2 (Eicosadienoic acid), C20:3 (Homogamalinolenic acid), C20:4 (Arachidonic acid), C20:5 (Eicosapentaenoic acid), C24:0 (Lignoceric acid), C22:5 (Docosapentaenoic acid), C22:6 (Docosahexaenoic acid). *p < 0.05; **p < 0.01; ***p < 0.005; p-values were calculated by two-tailed unpaired Student’s t-test. Error bars represent standard error of the mean.

**Figure 5:**
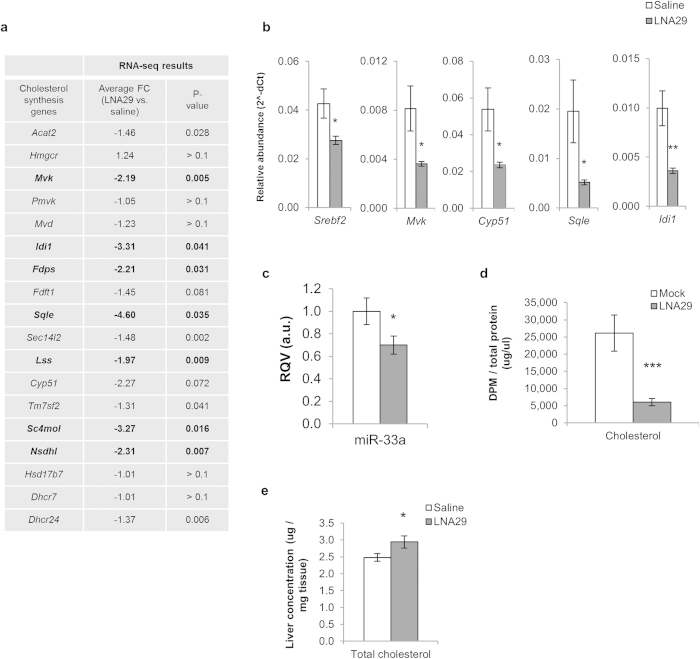
Inhibition of miR-29 represses the cholesterol synthesis pathway but slightly increases total hepatic cholesterol levels. (**a**) Expression fold-change (FC) by RNA-seq in LNA29-treated mice (n = 6) relative to saline-treated controls (n = 6) is shown for key genes in the hepatic cholesterol synthesis pathway. p-values were calculated by one-tailed unpaired Student’s t-test. (**b,c**) RT-qPCR results shown for *Srebf2*, *Mvk*, *Cyp51*, *Sqle* and *Idi1* (**b**) as well as for miR-33a (**c**), which is co-transcribed with *Srebf2*. (**d**) Quantification of radiolabeled acetate incorporation into cholesterol *in vitro* (Huh7 cells) after transfection with LNA29a (10 nM, n = 6) or transfection reagent alone (Mock, n = 6). (**e**) Measurement of total cholesterol levels in the livers of LNA29-treated mice (n = 14) compared to saline-treated controls (n = 12). *p < 0.05; **p < 0.01; ***p < 0.005; p-values were calculated by two-tailed unpaired Student’s t-test. Error bars represent standard error of the mean.

**Figure 6:**
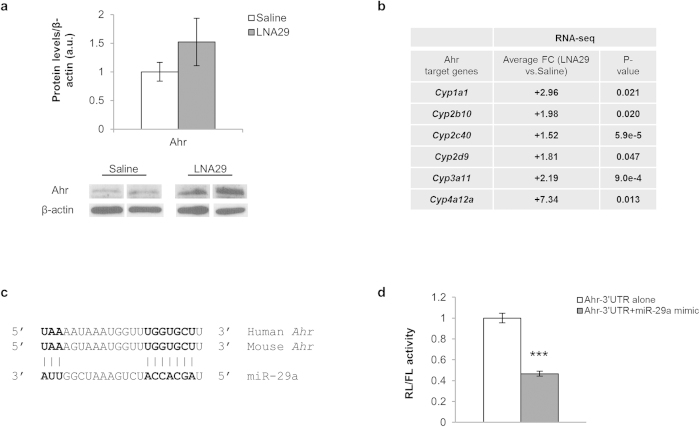
Inhibition of miR-29 alleviates miR-29-mediated repression of the anti-lipogenic transcription factor *Ahr*. (**a**) Densitometry analysis for hepatic Ahr protein from LNA29-treated mice (n = 5) compared to saline-treated controls (n = 3). β-actin was used as the loading control. Immunoblot results also shown for two representative mice from each treatment group. (**b**) Expression fold-change (FC) by RNA-seq in LNA29-treated mice (n = 6) relative to saline-treated controls (n = 6) is shown for genes known to be transcriptionally activated by Ahr. p-values were calculated by one-tailed unpaired Student’s t-test. **(c)** A diagram of the predicted base pairing between miR-29 and the *Ahr* 3′ UTR sequence of both mouse and human is shown. (**d**) Effects of miR-29a mimic (10 nM) in HEK293T cells on the activity of *Firefly* (FL) luciferase with or without the *Ahr* 3′ UTR normalized to *Renilla* luciferase (RL) are shown. ***p < 0.005; *p < 0.05; p-values were calculated by two-tailed unpaired Student’s t-test. Error bars represent standard error of the mean.

**Figure 7:**
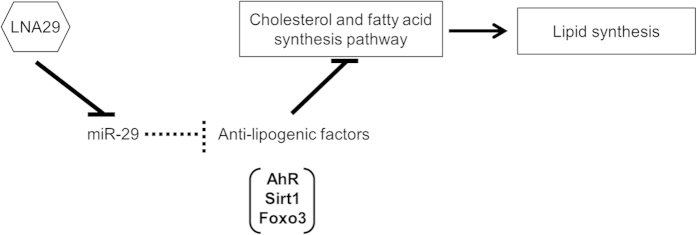
Schematic of the putative molecular mechanism underlying the effects of LNA29 treatment. In this model, under normal conditions, miR-29 may promote lipogenesis through suppression of *Ahr*, *Sirt1* and *Foxo3*. Upon LNA29 treatment, miR-29 activity is suppressed, and Ahr, Sirt1, and Foxo3 levels are elevated, leading to reduced cholesterol and fatty acid synthesis.

# Supplementary material for: Inhibition of miR-29 has a significant lipid-lowering benefit through suppression of lipogenic programs in liver
**Source:** Sci Rep. 2015 Aug 6;5:12911. doi: 10.1038/srep12911
**Supplement:** Supplementary Information

**Supplementary Figure S1**

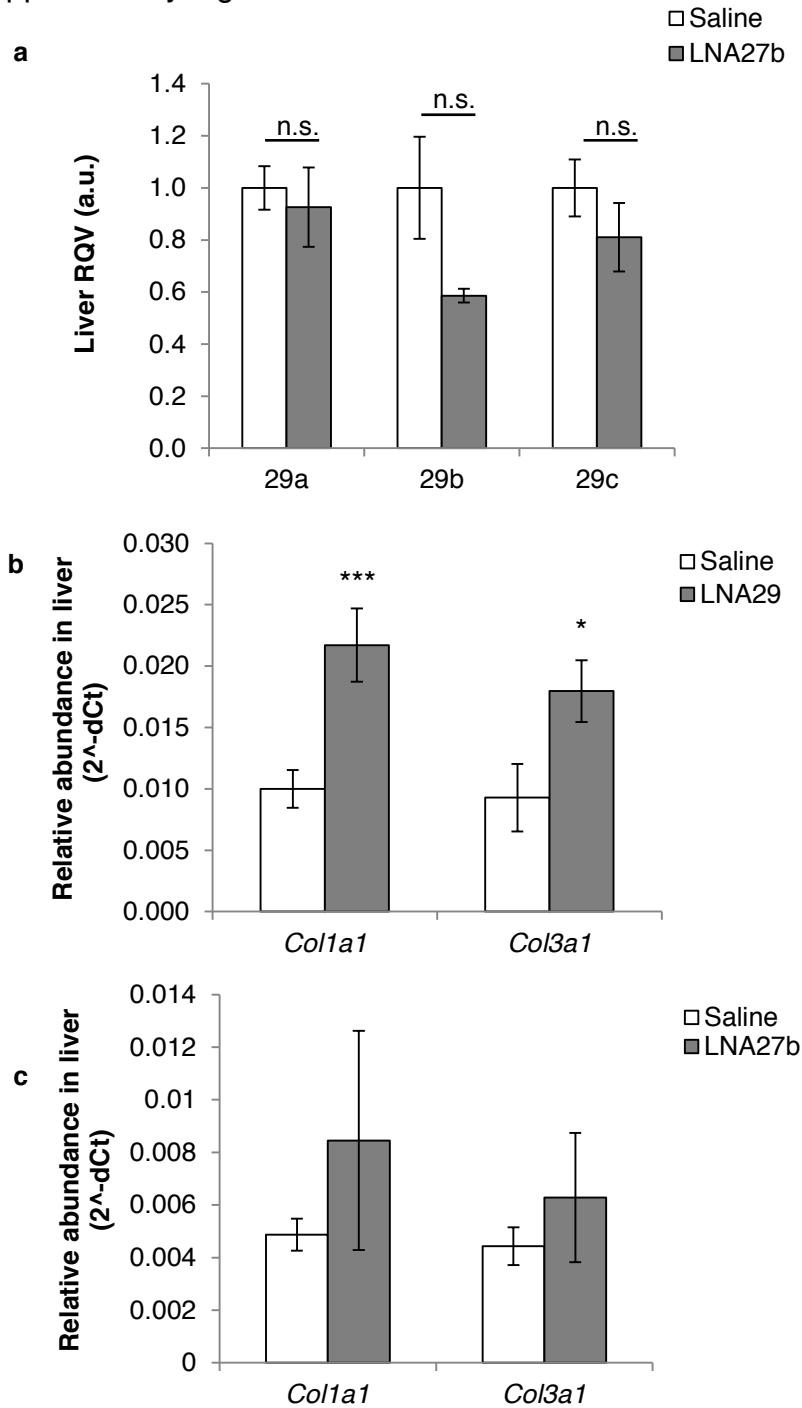

**Supplementary Figure S1. (a)** RT-qPCR analysis of LNA27b-treated (20 mg/kg) C57BL/6J female mice (n= 6) with saline-treated age-, gender-, and strain-matched controls (n=5) shows that endogenous expression of hepatic miR-29 is not significantly altered. **(b)** mRNA levels of *Col1a1* and *Col3a1*, validated miR-29 target genes, are significantly elevated in the liver of LNA29-treated mice. **(c)** mRNA levels of *Col1a1* and *Col3a1* are not significantly altered in the liver of LNA27b-treated mice. *U6* and *Rps9* were used as expression normalizers for miRNA and gene analysis, respectively. \*\*\*, p<0.005; \*, p<0.05; p-values were calculated by two-tailed unpaired Student's t-test. Error bars represent standard error of the mean.

Supplementary Figure S2

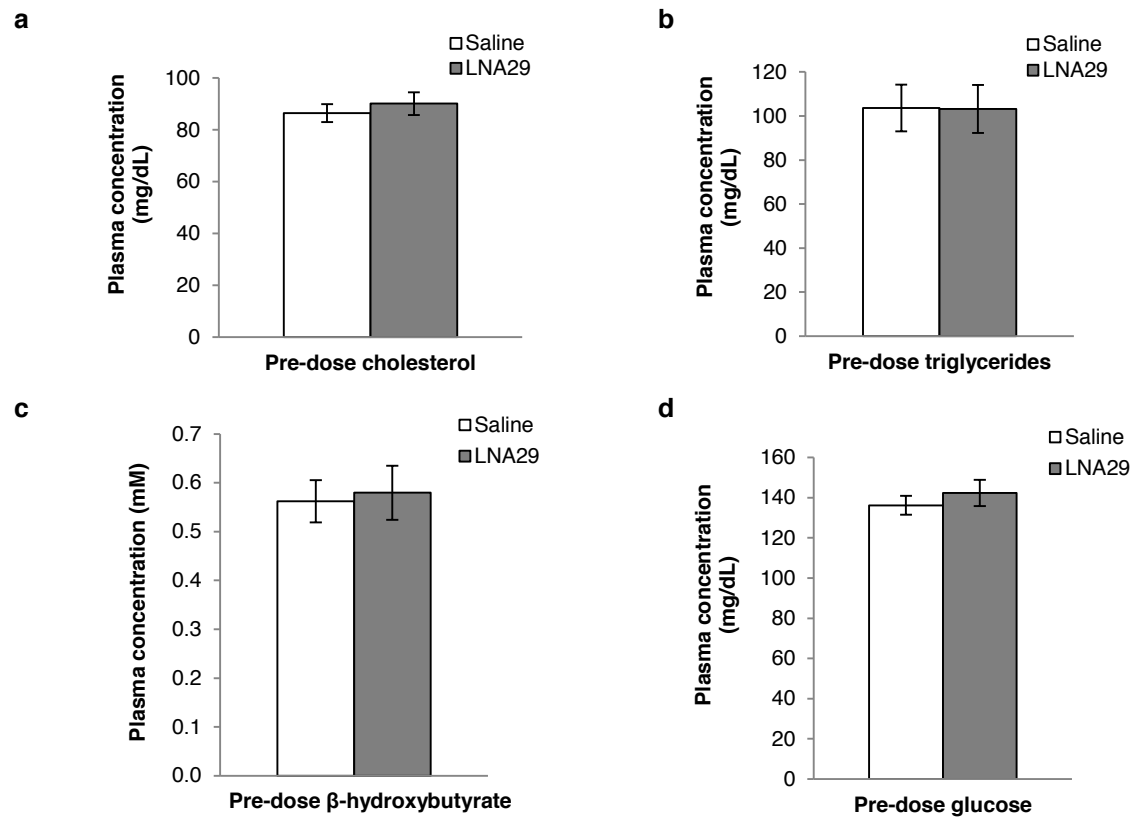

**Supplementary Figure S2.** Plasma was isolated from whole blood collected via submandibular bleed pre-treatment with either LNA29 (n=14) or saline (n=12) and was analyzed for levels of total cholesterol (a), triglycerides (b), glucose (c), and  $\beta$ -hydroxybutyrate (d).

## Supplementary Figure S3

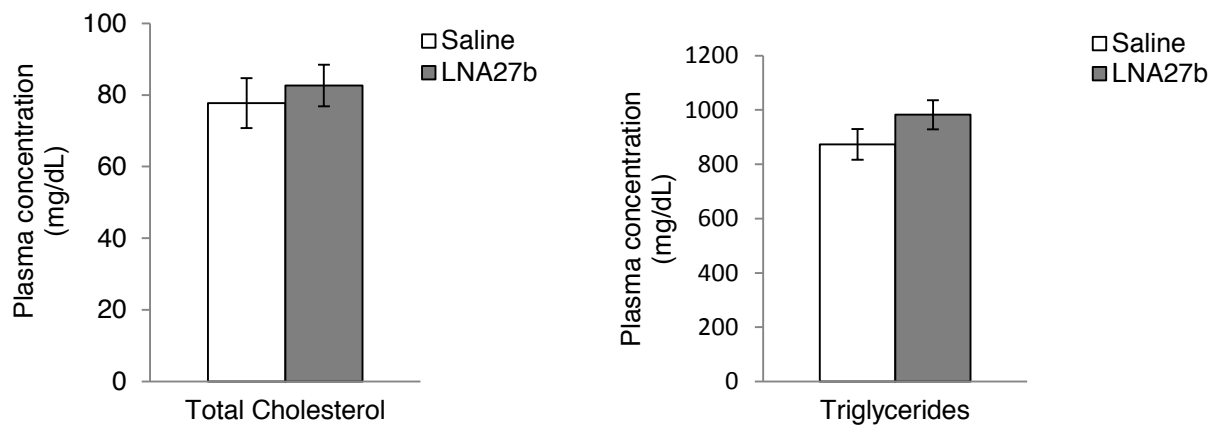

**Supplementary Figure S3.** Plasma was isolated from whole blood collected via submandibular bleed one week post-treatment with either LNA27b (n=5) or saline (n=6). Total cholesterol and triglycerides were not significantly altered in LNA-control treated mice.

Supplementary Figure S4

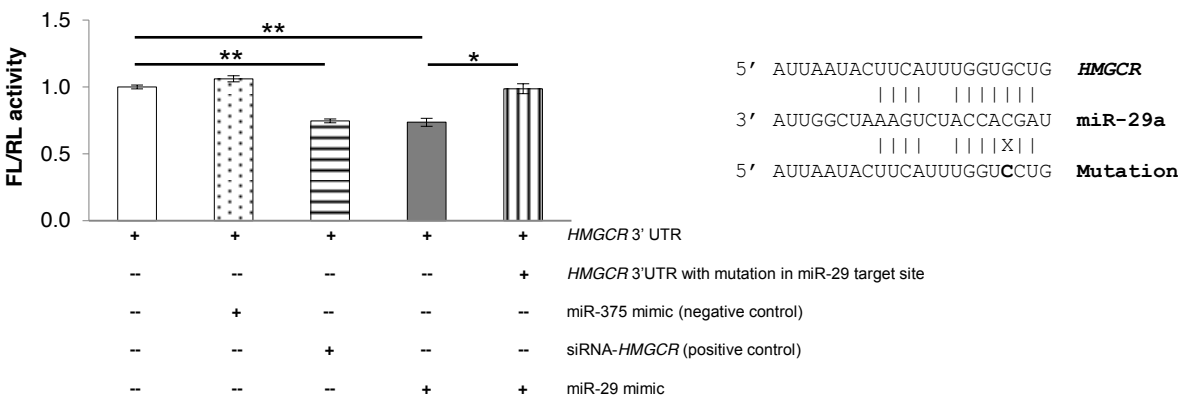

**Supplementary Figure S4.** Effects of miR-29a mimic (10 nM) in HEK293T cells on the activity of *Firefly* (FL) luciferase containing either wild-type or mutated *HMGCR* 3' UTR normalized to *Renilla* luciferase (RL) are shown. Each condition had six replicates. The mutation was targeted to the predicted miR-29 target site. \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; p-values were calculated by two-tailed unpaired Student's t-test. Error bars represent standard error of the mean.

Supplementary Figure S5

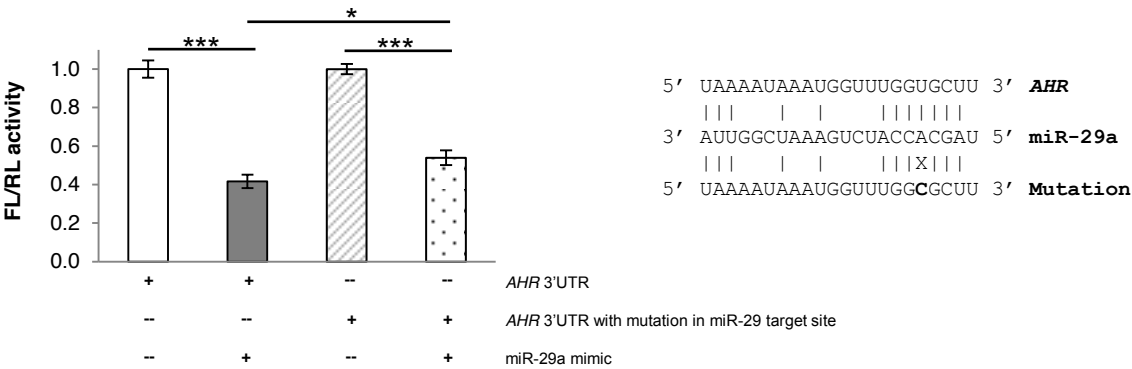

**Supplementary Figure S5.** Effects of miR-29a mimic (10 nM) in HEK293T cells on the activity of *Firefly* (FL) luciferase containing either wild-type or mutated *Ahr*3' UTR normalized to *Renilla* luciferase (RL) are shown. Each condition had six replicates. The mutation was targeted to the predicted miR-29 target site.

Supplementary Figure S6

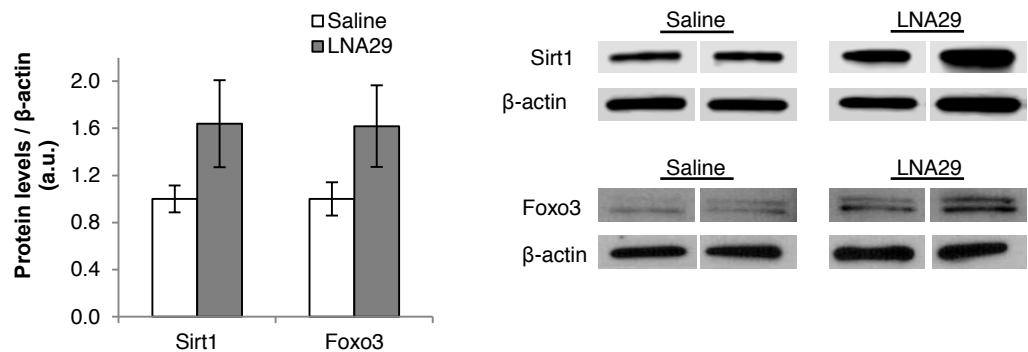

**Supplementary Figure S6.** Densitometry analyses shown for Sirt1 and Foxo3 in livers from LNA29-treated mice (n=5) compared to saline-treated controls (n=4).  $\beta$ -actin was used as a loading control. Immunoblot results are shown for two representative mice from each treatment group.

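The fold changes of Table S1 over all data points were compared with ratios of group means of the deposited values. For all 15107 genes with a p-value that could be matched by Entrez gene identifier the 2 differed by at most 1%. The second part of the table leaves out values beyond 1.5 SD of their group mean. Applied to the deposited values, this step raised the number of genes past the thresholds of the study from 883 to 1699, of which 720 were among the 883. In simulated data without any changed gene, the thresholds selected 748 genes with all data points and 1629 after the step.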

**Supplementary Table S1.** RNA-seq data from livers of LNA29-treated mice compared to saline-treated controls. mRNA fold-change was computed before and after discarding data points  $\pm 1.5$  times the standard deviation of the mean within each treatment category and p-values were calculated by one-tailed unpaired Student's t-test. (GEO accession number GSE63493).

**Supplementary Table S2.** Results of gene ontology (GO) term enrichment analysis using NIH David for down-regulated genes.

**Supplementary Table S3.** Results of GO term enrichment analysis using Ingenuity Pathway Analysis (IPA) for down-regulated genes.

**Supplementary Table S4.** Results of GO term enrichment analysis using NIH David for up-regulated genes.

**Supplementary Table S5.** Results of GO term enrichment analysis using IPA for up-regulated genes.

Supplemental Table S1.

Supplementary Table 2.

Supplementary Table 3.

© 2000-2015 QIAGEN. All rights reserved.

Supplementary Table 4.

Supplementary Table 5.

© 2000-2015 QIAGEN. All rights reserved.

[truncated: 31,626 more chars]

How the deposited data were processed for this re-analysis (not part of the article)

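Messenger RNA was sequenced from the livers of 6 saline-treated and 6 LNA29-treated female C57BL/6J mice. The authors mapped single reads with MapSplice2, estimated reads per gene with RSEM, and deposited one table of 21705 genes with a signal value for each liver. The versions, the genome build and the gene annotation are not stated in the paper's text. The values show that each library was divided by the upper quartile of its genes with reads and multiplied by 1000. In saline replicate 49 the upper quartile came to 998.3. A gene without reads was set to 1. The deposited table also gives the authors' group means, a fold change on a signed scale, which is a score without a fixed range, and a one-tailed p-value. These columns were not used further, and 3 unnamed columns of values were not used here.

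The design set before the data were examined assumed scaled RSEM values. Because between 92.2% and 93.9% of the values were whole multiples of the worth of 1 read (within 0.02), recovered reads, rounded to whole numbers, were used for count tests as alternatives. Depth was between 7696081 and 19062437 reads per liver, and at most 3 reads was taken as the floor: no fold change is given where both groups are at or under it, and a lower bound where 1 group is.

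The main test was limma 3.58.1 (R 4.3.3) with a trend on log2(value + 1) over the 12486 genes with a mean of at least 10, with Benjamini-Hochberg adjustment and a threshold of 0.05. The thresholds of the study were applied only to count genes. The 13 gene sets were written before the data were examined and tested with camera, with fry and an estimated correlation as alternatives. Single genes were tested with an exact permutation test. Sites for miR-29 were counted in the longest 3′ UTR of 19578 genes of GENCODE release M21 (GRCm38), which need not be the build of the authors. Alternatives were pseudocounts of 0.1 and 10, other filters, scalings, array weights, a robust fit, edgeR 4.0.16 and DESeq2 1.42.0 on recovered reads, discarding of values beyond 1.5 SD, and leaving out each liver. Values were discarded once, by the real groups, and not again in each division. Permutation p-values after discarding are therefore not exact and tend to be too small. Chosen only after the data were seen were a covariate for the transcript length trend of each library, edgeR with another filter and with upper-quartile scaling, the thresholds of the study with a mean of at least 100 or with TMM scaling, a seed test without collagen genes, and ratios of means with values discarded. Results across genes were set against 100 of the 462 splits of the 12 livers into groups of 6. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for the other steps.

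The text names every gene whose RNA-seq result the paper names, with the sirtuins, collagens, lipid regulators and Rps9, and the 5 genes in each direction with the largest limma fold change among those with an adjusted p under 0.05, no overlap between the groups and a mean of at least 50. The scripts were tested on simulated reads with 200 changed genes: limma recovered 182 (91%) among 186 called, edgeR 190 among 198, and DESeq2 190 among 206, while the thresholds of the study recovered 199 among 1020. Fold changes of the 200 genes followed the simulated ones with r = 0.981, and camera called the 1 changed set among 26. The changed genes were drawn only from genes with many reads, each with a log2 change of at least 1. Every gene had the same spread between livers (dispersion 0.07), and no library had a length bias. The shares recovered therefore do not measure power for genes with few reads or for smaller changes.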

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

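The tests with marker lists, of scaling, of sex, of the clock and of albumin against depth, and the counts over other splits of the livers, were chosen only after the results were seen. The test of transcript length was set before its result. Each count over other splits is out of 100 of the 462 splits, the real one included.

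In saline replicate 49, albumin took 35.7% of the reads and the 10 highest genes 56.6%, where the other saline livers had 43.6% to 46.9% and 67.8% to 71.4%. Low depth is argued against, since the shallowest library, LNA29 replicate 46, had 44.6% on albumin. A lower share of hepatocytes could not be decided, since markers of the other cell types moved apart. The stellate cell list was 0.18 from the other saline livers on the log2 scale (SD 0.11), as a lower share predicts. The bile duct list was -0.48 (SD 0.23) and the blood list -0.29 (SD 0.66). Several bile duct markers had few reads, with medians of 0.5 for Tff3, 2 for Krt7, 3 for Epcam and 5.5 for Krt19. Those of Sox9 and Spp1 were 16 and 20.5. A transcript length bias stays open, since the deviation of this library followed transcript length across genes (Spearman rho 0.502 over 12118 genes, which are not independent replicates). No biological explanation was tested. The same liver had the lowest saline log2 value of Tm7sf2 (11.084, against 12.111 to 12.534) and of Cyp2c40 (13.501, against 13.855 to 14.008).

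Among LNA29 livers, replicate 48 stood apart in the mean log2 value of CAR and PXR targets (12.24, against 12.52 to 12.68), in Srebf2 (9.632) and in Cyp1a1 (1.0), which is 0 reads against 1. Replicate 50 stood apart in Nsdhl (5.198, from 2 reads) and replicate 46 in Mlxipl (10.759). In all, 9 of 152 groups of 6 had such a library, where chance gives 7.6, and no explanation was tested for these.

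Among the genes with an adjusted p under 0.05 in limma that the paper does not discuss, Eln (log2 fold change 1.94), Defb1 (1.55), Sparc (1.51) and Ifi30 (1.48) were higher in all 6 LNA29 livers than in any saline liver, and Fitm1 (-1.54), Rgn (-1.33), Acot3 (-1.32) and Aox1 (-0.97) were lower in all 6. Eln and Sparc belong to the collagen and elastic fibre list and Acot3 to the female-biased list. After the shift to a common median, 14 of the 20 genes kept an adjusted p under 0.05. Dbp was at least 3.57-fold lower, with 1 or 2 reads in LNA29 livers. As many genes past the adjusted threshold as the 20 of the real groups came in 3 of the splits. The other 2, with 765 and 551 genes, put livers with opposite length trends on opposite sides (mean rho 0.185 against -0.175, and in the real groups 0.012 against -0.002). With the length trend as covariate, added after the data were seen, both gave 0 genes and the real groups 132, reached by 1 split.

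For Dbp, a different time of day at collection cannot be told apart from an effect of LNA29 on the clock, which would give the same, and the time of collection is not given in the paper's text. Of 9 clock genes chosen after the values were seen, 8 moved as a different time predicts, of which Tef at -0.42, Nr1d1 at -1.33 and Npas2 at 1.27 on the log2 scale had an exact permutation p under 0.05 (0.0411, 0.0108 and 0.0173). Clock at -0.08 was the exception. For 4 other clock genes no direction was predicted, and none had an exact permutation p under 0.05: Per1 at 0.018 (p = 0.946), Per2 at -0.35 (p = 0.485), Cry1 at 0.48 (p = 0.121) and Nfil3 at 0.39 (p = 0.130).

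Sets the paper does not discuss also moved, given as medians of log2 fold changes. The median was -0.69 for interferon-stimulated genes (16 of 18 lower), -0.68 for female-biased liver genes (14 of 19 lower), -0.59 for other SREBP2 targets (9 of 9 lower) and -0.48 for LXR targets (6 of 8 lower). It was 0.36 for non-collagen miR-29 targets (15 of 19 higher) and 0.36 for male-biased liver genes (9 of 16 higher). Without 1 liver the medians kept their sign. In the same order of sets they ranged from -0.791 to -0.643, -0.922 to -0.40, -0.767 to -0.381, -0.549 to -0.341, 0.179 to 0.432 and 0.219 to 0.593. Splits with as small a p numbered 3, 1, 4, 9, 4 and 14 in that order, so that LXR targets and male-biased genes lie within what other groupings give. The fall of female-biased genes is not explained by male livers, since Y chromosome genes had 0 reads and Xist at least 71 in every library, nor by scaling, since the median was still -0.605 after the shift to a common median (exact permutation test of the list mean, p = 0.00433). Scaling does not explain the fall of interferon genes either (-0.611 after the shift, exact permutation test, p = 0.00217). An effect of LNA29 stays open for both as an untested hypothesis. No other explanation was tested for the other sets.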

How the results depend on the processing

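The covariate for transcript length, the thresholds of the study with a mean of at least 100 and the ratio of means with values discarded were chosen after the data were seen. The number of genes with a limma adjusted p under 0.05, 20, became 58 with array weights, 35 at a threshold of 0.10, 217 with values beyond 1.5 SD discarded, 72 with DESeq2 and 132 with the length covariate. It ranged from 1 to 29 across the 12 fits that each left out 1 liver, and was 1 without saline replicate 43 or LNA29 replicate 50, 52 or 54. edgeR on recovered reads called 17 genes, 22 with another filter and 17 with upper-quartile scaling. Of the genes with an unadjusted p under 0.05, 24.6% were higher in LNA29 livers, against 43.9% after the shift to a common median, 47% with quantile normalization, 45.5% with edgeR and 46.1% with DESeq2. For adjusted p under 0.05, the main fit had 9 higher and 11 lower genes. The shift to a common median gave 10 and 5, quantile normalization 14 and 5, edgeR 11 and 6, and DESeq2 42 and 30. Lower genes stayed in excess with array weights (18 and 40) and with values discarded (73 and 144). The cause of these changes was not tested, apart from the looser threshold.

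The 883 genes past the thresholds of the study became 1699 with values discarded, 527 with a two-tailed p, 15 with adjusted p-values and 440 with a mean of at least 100, and ranged from 783 to 1066 without 1 liver. Lower genes were 69.3% of them, 57.1% after the shift to a common median and 59.8% with TMM scaling, which was added later. Without 1 liver their share ranged from 60% without saline replicate 49 to 74.3% without saline replicate 47.

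Among the 13 sets, the adjusted p of non-collagen miR-29 targets became 0.136 with fry and 0.0554 with an estimated correlation, that of other SREBP2 targets 0.0554 with an estimated correlation, that of LXR targets 0.0532 and 0.145, and that of male-biased genes 0.280 and 0.0801. The other sets with an adjusted p under 0.05 held in both. The Ahr battery had no direction: its camera direction reversed with fry (0.376), with a pseudocount of 10 (0.986) and after the shift to a common median (0.996), and its adjusted p ranged from 0.744 to 0.962 without 1 liver. That of CAR and PXR targets reversed among genes with a mean of at least 100 (0.782), with a range of 0.580 to 0.985 without 1 liver. The excess of seed sites in up-regulated genes held in each alternative tried for it, with odds ratios from 1.93 to 5.37. The cause of these changes was not tested.

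Of 56 single genes with a fold change, 34 kept their direction and side of 0.05 throughout. The log2 fold change reversed after the shift to a common median for Hsd17b7 (0.0424), Dhcr7 (0.0699) and Ahr (0.0203), and with values discarded for Dhcr7 (0.0881), Ahr (0.61) and Sirt4 (-0.12). With ratios of means and values discarded it was 0.0949 for Dhcr7, 0.56 for Ahr and -0.12 for Sirt4. Without 1 liver it ranged from -0.21 to 0.0145 for Pmvk, -0.21 to 0.19 for Hsd17b7, -0.11 to 0.0881 for Dhcr7, -0.23 to 0.32 for Ahr, -0.12 to 0.28 for Sirt4, -0.15 to 0.17 for Sirt5 and -0.40 to 0.0335 for Sirt6. With values discarded, 5 genes were no longer under 0.05 and 3 newly were, and without 1 liver this held at least once for 5 and 9 genes. The cause was not tested. The depth of the data limits genes such as Sirt1, Cyp1a1 and Cyp4a12a, which have a few reads per liver.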

Differences from the paper's values

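The paper gives 883 altered genes. The thresholds it states gave 883, 271 higher and 612 lower, from the deposited values. In limma with adjusted p-values, 20 genes were called, and none of the alternatives set before the data were examined, from 1 to 217 genes, closed the gap.

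The paper's fold change for Ahr mRNA is 1.5. On the same scale the value here was 0.963 from the difference of log2 means over all 12 livers, 0.968 with a pseudocount of 10 and 0.945 as a ratio of arithmetic means. With values beyond 1.5 SD of their group mean discarded it was 1.53, which closes the gap. After the shift to a common median it was 1.01, which is next to no change. Leaving out saline replicate 43 or 49 or LNA29 replicate 48 or 52 brought it above 1, at 1.06, 1.18, 1.25 and 1.01, still short of 1.5. Leaving out any other liver did not bring it above 1. A ratio of arithmetic means with values discarded, a setting added after the values were seen and described in Table S1, gave 1.48.

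The paper lists Cyp1a1 among the P450 genes that rose. Here it had 0 or 1 read in every liver, so no fold change is given. Cyp4a12a, for which the paper also states a rise, is given only as at least 1.24-fold higher. The paper states that Sirt1 and Foxo3 mRNA rose. Here their log2 fold changes were 1.25 (exact permutation test, p = 0.149) and 0.35 (exact permutation test, p = 0.416). Sirt1 has an exact permutation p under 0.05 without saline replicate 49 (0.0173). Discarding values takes out the same liver and gives the same p, so it is not a separate result. Cyp2b10 and Cyp2d9 had exact permutation p-values of 0.0671 and 0.236. Cyp2b10 is under 0.05 with values discarded (0.0152) and as a ratio of arithmetic means (0.0455), and both are without LNA29 replicate 48. Discarding by the real groups narrows the spread within them, so p-values with values discarded tend to be too small. The genes of Figs 4a, 5a and 6b have no limma adjusted p under 0.05 in the fit set as the main one. DESeq2 calls Scd1, Idi1, Sqle, Sc4mol, Cyp2c40 and Cyp3a11, and edgeR on the same recovered reads calls none of these. With values discarded limma calls Tm7sf2, Cyp2c40, Cyp3a11 and Cyp4a12a, and it calls Cyp2c40 with quantile normalization, with array weights and at a threshold of 0.10. With the length covariate, chosen after the values were seen, it calls Scd1, Idi1, Sec14l2, Cyp2c40 and Cyp3a11.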

Other observations

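Chosen only after the results were seen were the tests of scaling, of a single saline liver, of stellate cells, of Ahr activity, of the second principal component and of heart tissue, and the counts over other splits of the livers apart from those for seed sites and for the seed shift without matching.

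The thresholds of the study gave 883 genes or more in 19 of 100 splits of the 12 livers (the other splits gave 427 to 2408, median 589), and with values discarded 1699 or more in 22. The excess of lower genes was tested in 3 ways. As many genes on the larger side came in 17 splits. As large a share on 1 side came in 23 splits, and in 58 after the shift to a common median. That shift evens the 2 sides by itself, so scaling between libraries cannot be told apart from other causes of the excess. Fewer reads at the upper quartile in LNA29 livers are argued against as the cause. With reads drawn down to a common upper quartile of 41 reads, the share of lower genes was 65.2% (62.3% to 67% over 10 draws). These draws did not even out the total reads per liver, so a part for total depth was not tested.

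Over the splits, as small a camera p came in 1 for fatty acid synthesis genes, 5 for cholesterol synthesis genes, 1 for P450 genes, 1 for the lipid list of Table S2, 1 for collagen and elastic fibre genes, 100 for the Ahr battery and 82 for CAR and PXR targets. The fall of cholesterol genes does not rest on 1 saline liver: the largest limma camera adjusted p without one was 9.71e-06.

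Seed sites in up-regulated genes gave as small a Fisher p in either list in 7 of 100 splits, so other groupings could also produce the enrichment. Against a length-matched background, counted only after this result, it was 4. Over all tested genes, the 1874 with a seed site were higher by a median of 0.0604 on the log2 scale than the 9825 without any form of the site, and 37 splits gave as large a difference. Against genes without a site of the same 3′ UTR length the difference was 0.0736, as large in 1 split, which argues against 3′ UTR length as its cause. Matching shrank the largest fall and rise over the other splits, from -0.2151 to -0.0233 and from 0.1786 to 0.0577. The largest matched difference in another split was -0.0632, where the unmatched one was -0.0079. For these genes the matched values argue against other groupings as the source of the difference. The matched count was chosen after the results were seen. A seed test without collagen genes, added later, gave an odds ratio of 1.93.

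Col3a1 had a log2 fold change of 1.48 (limma adjusted p = 0.0438) and was higher in all 6 LNA29 livers than in any saline liver. Col1a1 had 0.70 (exact permutation test, p = 0.123). Without 1 liver it ranged from 0.47 without saline replicate 43 (exact permutation test, p = 0.251) to 0.95 without LNA29 replicate 46 (exact permutation test, p = 0.0281), the only such fit with p under 0.05, and with values discarded it was 0.27 (exact permutation test, p = 0.452). Both hold TGGTGCTA in their 3′ UTR, and Eln holds 3 seed sites. Sparc, which had the smallest limma adjusted p in the collagen and elastic fibre list (4.62e-05, log2 fold change 1.51), holds no TGGTGCT in the 3′ UTR used here. More stellate cells or fibroblasts are argued against as the source of the collagen rise, since 5 of the 8 markers had an upper 95% limit below its median of 0.75. Loss of miR-29 repression stays open as a hypothesis, though for Sparc not through such a site. Srebf1 fell by 0.99 (exact permutation test, p = 0.0238), Srebf2 by less than the spread between livers (exact permutation test, p = 0.175), and Mlxipl fell by 0.68 (exact permutation test, p = 0.0281, or 0.0520 without saline replicate 49 and 0.0541 without LNA29 replicate 46). Rps9, used by the paper to normalize RT-qPCR, had a log2 fold change of 0.42 (exact permutation test, p = 0.219).

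Higher Ahr activity is argued against as the cause of the P450 rise by Cyp1a2, whose log2 fold change was -0.27 with an upper 95% limit of 0.09. Ugt1a6a, the other member with many reads, had 0.26 with an upper 95% limit of 1.28, which leaves a rise of it open, and the rest had at most 21 reads in any liver.

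The first principal component (20.4% of the variance) followed transcript length (rho -0.434) and 3′ UTR GC content (rho 0.355) across genes, so a length or GC bias between libraries may underlie it. The second followed the reads at the upper quartile over the 12 libraries (rho 0.606, permutation p = 0.0403, and r = 0.578, permutation p = 0.025). Without the 2 libraries farthest from the median in those reads, saline replicates 49 and 53, r was 0.564 and rho 0.498. LNA29 replicate 46 lies alone at -115 on the second component, so depth could be the source of this component only in part. That liver was kept in all of these correlations, and none was computed without it. The LNA29 fold changes followed length little (rho -0.095 across genes, with as large a value in 76 splits).

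Saline replicate 51 had 195 reads on 7 heart muscle markers, with at most 39 in any other library, and 5 of the 7 were highest there. Myh6 had 90 reads against at most 3. Heart tissue in this sample may explain this, since the summed value of the markers was 2.85 times that of any other library or more. Of the 2 other markers, Nppa had 0 reads in every library and Tnnt2 had a higher value in saline replicate 47. No biological explanation was tested. Adipose markers had a median log2 fold change of 0.42 (exact permutation test of the list mean, p = 0.753) and blood markers 0.26 (p = 0.0281 in the same exact test). Of the 4 blood markers with a mean of at least 10, only Pf4, with 0 to 4 reads, had an exact permutation p under 0.05 (0.00866), and Hbb-b1, Hba-a2 and Alas2 had 0.429, 0.974 and 0.916. No explanation was tested for the blood list. Skeletal muscle and pancreas markers had no gene with a mean of at least 10.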
